A study of Mus musculus with 24 samples. Its data were reported in "Cellular reprogramming in vivo initiated by SOX4 pioneer factor activity" (2024).

How the data were processed

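CUT&RUN-Seq was performed on mouse hepatocytes isolated after injection of an adeno-associated virus that carried HA-tagged Sox4 and Cre behind a hepatocyte-specific promoter. In CUT&RUN an antibody tethers micrococcal nuclease to its target in permeabilised cells, and the short fragments that the nuclease releases are sequenced. Hepatocytes were taken 18 hours (18 hpi) or 4 days (4 dpi) after the injection. SOX4 was profiled through its tag in 3 libraries per time point, H3K27ac and H3K27me3 in 2 libraries per time point, and H3K4me1 and H3K4me3 in 1 library per time point. That gave 18 libraries with a peak list. The 6 isotype control libraries, 3 per time point, were not analysed here as libraries of their own, and they enter only through the SOX4 peak calls.

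The authors aligned the reads to mm10 with Bowtie2, removed duplicates with Picard and called peaks in each library separately with MACS2. SOX4 peaks were called as narrow peaks against the combined isotype control of the same time point at a false discovery rate of 0.1. Histone mark peaks were called without a control at a false discovery rate of 0.01, as broad peaks for H3K27me3 and as narrow peaks for the other marks. Peaks in blacklisted parts of the genome were removed. The lists used here are those of single replicates. The label of H3K27me3 is spelled in an irregular way in the sample descriptions, and it was read as H3K27me3.

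The deposited value of each peak is the −log10 of its q-value, as the authors' peak caller wrote it. It was used here only to rank or filter peaks within a list. The lowest deposited −log10 q was just above the authors' threshold in all lists. The 6 columns of each list hold no summit, fold enrichment or p-value, so the centre of a peak took the place of its summit and −log10 q took the place of −log10 p in every step planned with them. The values step in the SOX4 lists, where a list held between 86 and 653 distinct values, so peaks tied in rank were ordered by width and then by position. The lists give no read numbers. The study lists sequenced reads per library and run. No value was adjusted for depth with them, and no interval from read counts is given. Its methods describe SOX4 and isotype reads of separate sequencing runs as merged before alignment. Whether the deposited lists are the calls made on the merged reads is not stated. The lists held 8584 ± 12354 SOX4 peaks at 18 hpi and 19189 ± 7051 at 4 dpi (SD, n = 3 at each). The per-replicate means and ± values that the study gives for its calls, quoted below, are different at both time points. This argues against the lists being those calls. Libraries of one time point were called against the same control, so part of their agreement can come from that control, and without reads that part was not estimated.

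The number of peaks and the covered length were taken per SOX4 library. Peaks of all SOX4 libraries that shared at least 1 bp were merged into regions. A region was called specific to a time point when at least 2 of its 3 libraries had a peak there and none of the libraries of the other time point did. For H3K27ac and H3K27me3 both libraries of one time point and neither of the other were needed. Agreement between libraries was measured by the Jaccard index of regions, the number of regions shared by a pair over the number in either.

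Motifs were searched on both strands of mm10 (GRCm38.p6) in a 300 bp window around each peak centre. The SOX core motif was ACAAAG, read CTTTGT on the other strand, and the HNF4A motif was CAAAGTYCA. As a background, windows of the same size were centred 2 kb to either side. As a second background, 24 hexamers made from the same bases in another order were counted in the peak windows. The motifs TGASTCA (AP-1), RCATTCC (TEAD), TTRYGCAA (C/EBP), TRTTTAC (FOXA) and GTTAATNATTAA (HNF1) were counted the same way for description. Transcription start sites came from the basic set of GENCODE M21, and a peak whose centre lay within 1 kb of one was called a promoter peak. The nearest gene was the protein-coding gene with the closest start site, out of 21827. Motif, promoter and gene shares used chromosomes 1 to 19, X and Y.

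Overlap of SOX4 peaks with a histone mark needed at least 1 bp. For H3K27ac and H3K27me3 it was counted against regions called in both libraries of the same time point, and for H3K4me1 and H3K4me3 against the single list of that time point. The chance level came from 100 random placements of the peaks on their own chromosomes. Lists of 50 hepatocyte genes and 49 biliary or reprogrammed cell genes, which the study collected from earlier publications and not from these libraries, were matched to the annotation by symbol, and 49 genes of either list were found. No gene was on both lists.

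Each measure with 1 value per SOX4 library was compared between time points with a two-sided exact permutation test over the 20 assignments of the 6 libraries. The smallest p it can give is 0.10, so no such comparison could pass 0.05. With 2 libraries per time point the smallest p is 0.333. Differences between classes of H3K27ac region were tested by exact sign flips over the 3 SOX4 libraries of a time point, with a smallest p of 0.25. All these tests are two-sided. Counts of specific regions were set against the same counts for the other splits of the libraries. H3K4me1 and H3K4me3 had 1 library per time point here and were not tested. Further replicates of the histone marks that the study lists from another sequencing run were not analysed here. The study's own test between time points used reads and was not repeated. The p-values were not adjusted for the number of measures, since none can fall below 0.10.

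The groups, the measures and their tests given above, the alternatives and the loci chosen by rule were fixed before the data were examined. Further tests chosen later are named as such where they are given. The named loci were Cyp2e1, Itga3 and Cd24a, which the study shows in browser views, Sox4, and the 3 regions with the lowest mean within-library rank of −log10 q among regions specific to 18 hpi, specific to 4 dpi, and called in at least 2 of 3 libraries at both time points. The alternatives were SOX4 peaks with q at most 0.05 or 0.01, the same number of SOX4 peaks from each library (the 1056 strongest, the length of the shortest list), leaving out each replicate, pairing libraries by replicate number, an overlap of at least 50% of the SOX4 peak or 300 bp windows, regions in 3 of 3 libraries, a 100 bp motif window, the motifs ACAAWG and CAAAGTCCA, a promoter distance of 3 kb and a nearest gene within 50 kb. For the histone marks they were q at most 0.001, the same number of peaks per library, merging within 500 bp, a 500 bp window at the region centre and a reciprocal overlap of at least 50%.

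The region counts were tested on simulated data with 5800 sites, of which 100% of those set to be specific to a time point were recovered. Each of these was placed in all lists of its time point. The simulation thus checked the counting, and not how it fares with lists of unequal length or missed calls. The motif search was tested on 5000 simulated windows, 40% of them with a planted SOX core motif, and it recovered 39.0% after its background was subtracted. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Coordinates are 1-based on mm10.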

Results

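The peak lists of 18 CUT&RUN-Seq libraries from mouse hepatocytes with ectopic HA-Sox4 were examined at 18 hpi and 4 dpi. SOX4 is an HMG-box transcription factor that the study examined as a driver of the conversion of hepatocytes into biliary-like cells. The design asks where SOX4 bound early, where it bound later, and how these sites related to active and repressive chromatin. There were 3 SOX4 libraries per time point, 2 libraries per time point each for H3K27ac, a mark of active enhancers and promoters, and H3K27me3, a mark of Polycomb repression, and 1 per time point each for H3K4me1, found at enhancers, and H3K4me3, found at promoters. The lists hold peaks and not reads, so no value was adjusted for the depth of the libraries.

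The number of SOX4 peaks varied more within 18 hpi than between the time points. At 18 hpi the libraries held 1854, 22842 and 1056 peaks (replicates 1, 2 and 3), a mean of 8584 ± 12354 (SD, n = 3). At 4 dpi they held 26433, 12348 and 18786 peaks, a mean of 19189 ± 7051 (SD, n = 3). The mean log2 ratio of 4 dpi to 18 hpi was 2.37, and the difference was within the spread between replicates (exact permutation test, p = 0.3, smallest possible 0.10). Replicate 2 at 18 hpi moved this value most: without it the log2 ratio was 3.71, and the 2 remaining 18 hpi libraries lay below all 4 dpi libraries. SOX4 peaks covered 1.75 ± 2.51 Mb (SD, n = 3) at 18 hpi and 3.05 ± 1.26 Mb (SD, n = 3) at 4 dpi, a log2 ratio of 1.96 (exact permutation p = 0.4). Without replicate 2 at 18 hpi this ratio was 3.29. The median peak was 173 to 186 bp wide at 18 hpi and 113 to 138 bp wide at 4 dpi.

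Merging the 6 SOX4 lists gave 67160 regions, of which 58597 (87.2%) were called in 1 library only and 296 in all 6. On average, libraries of the same time point shared more regions than libraries of different time points. The mean Jaccard index was 0.121 within and 0.0499 between time points, a difference of 0.0707. Among the 10 splits of the 6 libraries into 3 and 3 the real split gave the highest difference, so its exact p was 0.1, the smallest possible. Libraries of one time point were called against one isotype control, which can add to their agreement. Within 18 hpi the index was 0.315 for replicates 1 and 3, and 0.0609 and 0.0383 for replicate 2 with replicates 1 and 3. With the 4 dpi libraries replicate 2 had higher values, 0.0647 to 0.0721, so the average does not hold for it. The regions of the short lists were largely contained in the long one: 77.1% of the regions of replicate 1 and 84.3% of those of replicate 3 were also called in replicate 2. When the 1056 strongest peaks of each library were compared, the difference between within and between indices rose to 0.130. With all peaks it was 0.0362, 0.114 and 0.0344 without replicates 1, 2 and 3 at 18 hpi. Without single 4 dpi libraries it was 0.0777 to 0.0824.

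Regions called in at least 2 of 3 libraries numbered 1713 at 18 hpi and 5979 at 4 dpi, and 927 met this at both. Of the 18 hpi regions 75.3% had a peak in at least 1 library at 4 dpi, and of the 4 dpi regions 42.0% had a peak in at least 1 library at 18 hpi. Regions specific to 18 hpi numbered 423, and 410 of them had a peak in replicate 2. Without that library 95 were left, and without replicate 1 at 18 hpi 149. Of the 20 ways to choose 3 of the 6 libraries, 16 gave at least as many specific regions as the 18 hpi libraries. Regions specific to 4 dpi numbered 3466, more than for any other choice of 3 libraries, the next giving 3038. The count fell to 1529 without replicate 1 at 4 dpi, to 2242 without replicate 2, to 1749 without replicate 3 and to 400 at equal peak number, where the regions specific to 18 hpi numbered 417.

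Whether the peaks held the sequence that SOX proteins bind was examined next. The SOX core motif was present in 44.0% ± 10.7 (SD, n = 3) of peaks at 18 hpi and in 32.6% ± 1.17 (SD, n = 3) at 4 dpi. Windows to either side held it in 24.9% at both time points, and hexamers of the same bases in another order occurred in 21.03% and 21.05% of the peaks. All 6 libraries lay above both backgrounds. The difference between time points, -11.4 percentage points, was within the replicate spread (exact permutation p = 0.4). Replicate 2 at 18 hpi had 31.7%, against 49.2% in replicate 1 and 51.2% in replicate 3, and without it the difference was -17.6. The difference followed the length of the lists: among the 1056 strongest peaks of each library the shares were 50.3% ± 2.96 (SD, n = 3) and 52.1% ± 2.04 (SD, n = 3), a difference of 1.81 in the opposite direction (exact permutation p = 0.5). In regions called in at least 2 of 3 libraries at both time points the motif was present in 55.8%, against 37.6% in regions specific to 18 hpi and 39.1% in regions specific to 4 dpi.

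The study examined the displacement of HNF4A, a regulator of hepatocyte genes, by SOX4. The HNF4A and SOX core motifs both hold CAAAG, an overlap that the study describes. A site ACAAAGTYCA therefore counted for both, and HNF4A shares are not independent of the SOX core motif. The HNF4A motif was present in 3.11% ± 1.07 (SD, n = 3) of peaks at 18 hpi and in 1.71% ± 0.168 (SD, n = 3) at 4 dpi. The flanking windows held it in 1.00% and 0.882%. The groups did not overlap, with a difference of -1.40 percentage points at the smallest p the design allows (exact permutation p = 0.1). The difference at equal peak number was -1.09 (exact permutation p = 0.1), and in 100 bp windows it was -0.44 with overlapping groups (exact permutation p = 0.3). With the motif CAAAGTCCA it was -0.935, where the p was above the smallest possible (exact permutation p = 0.2). By region class, the HNF4A motif was present in 4.26% of regions specific to 18 hpi and 2.40% of those specific to 4 dpi. In regions called at both time points it was present in 2.37%. Of the motifs counted for description, the C/EBP motif was present in 4.02% ± 1.07 and 2.78% ± 0.204 of peaks (SD, n = 3 at each time point), the FOXA motif in 10.4% ± 1.75 and 8.24% ± 0.267, the AP-1 motif in 7.16% ± 1.13 and 7.46% ± 0.757, the TEAD motif in 6.90% ± 0.328 and 8.43% ± 0.257, and the HNF1 motif in 0.203% ± 0.0880 and 0.0727% ± 0.0233. With all peaks the groups were apart for FOXA, TEAD and HNF1. They overlapped at equal peak number for FOXA (difference -0.945 percentage points) and HNF1 (-0.126, exact permutation p = 0.3 for both), stayed apart for TEAD (1.83) and came apart for AP-1 (2.22, exact permutation p = 0.1 for both). With all peaks they were also apart for the HNF4A motif in the flanking windows, where no difference was being looked for.

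Overlap with annotated promoters and with histone marks was then compared. Promoter peaks made up 34.5% ± 11.9 (SD, n = 3) of SOX4 peaks at 18 hpi and 23.8% ± 3.28 (SD, n = 3) at 4 dpi, a difference of -10.7 percentage points (exact permutation p = 0.3). In H3K27ac regions lay 25.4% ± 9.80 (SD, n = 3) and 18.3% ± 2.88 (SD, n = 3), a difference of -7.05 (exact permutation p = 0.4), where random placement gave 0.438% and 0.390%. With single libraries left out, the promoter difference ranged from -17.5 to -6.94, without SOX4 replicates 2 and 3 at 18 hpi. The H3K27ac difference ranged from -12.7 without SOX4 replicate 2 at 18 hpi to -3.39 without H3K27ac replicate 1 at 4 dpi. Both differences changed direction at equal peak number, where promoter peaks made up 41.4% ± 0.703 and 50.0% ± 3.82, a difference of 8.56, and peaks in H3K27ac regions 32.8% ± 2.04 and 47.5% ± 4.87, a difference of 14.7 (SD, n = 3 at each time point, exact permutation p = 0.1 for both). In H3K4me1 peaks lay 28.5% ± 4.07 (SD, n = 3) and 19.2% ± 0.708 (SD, n = 3), a difference of -9.31 with the groups apart (exact permutation p = 0.1), against 2.21% and 2.25% at random. It was -8.96 at equal peak number. In H3K4me3 peaks lay 52.2% ± 18.2 (SD, n = 3) and 26.97% ± 3.29 (SD, n = 3), a difference of -25.2 with the groups apart (exact permutation p = 0.1), against 1.24% and 0.957% at random. It shrank to -6.41 at equal peak number, where the groups overlapped (exact permutation p = 0.2). H3K4me1 and H3K4me3 had 1 library per time point, so these differences also carry whatever set those single lists apart. In H3K27me3 regions lay 0.133% ± 0.186 (SD, n = 3) and 0.153% ± 0.00320 (SD, n = 3) of SOX4 peaks, a difference of 0.0194 with no separation (exact permutation p = 1), against 0.214% and 0.0493% at random. The difference was 0.379 at equal peak number (exact permutation p = 0.2).

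**Figure D1:**
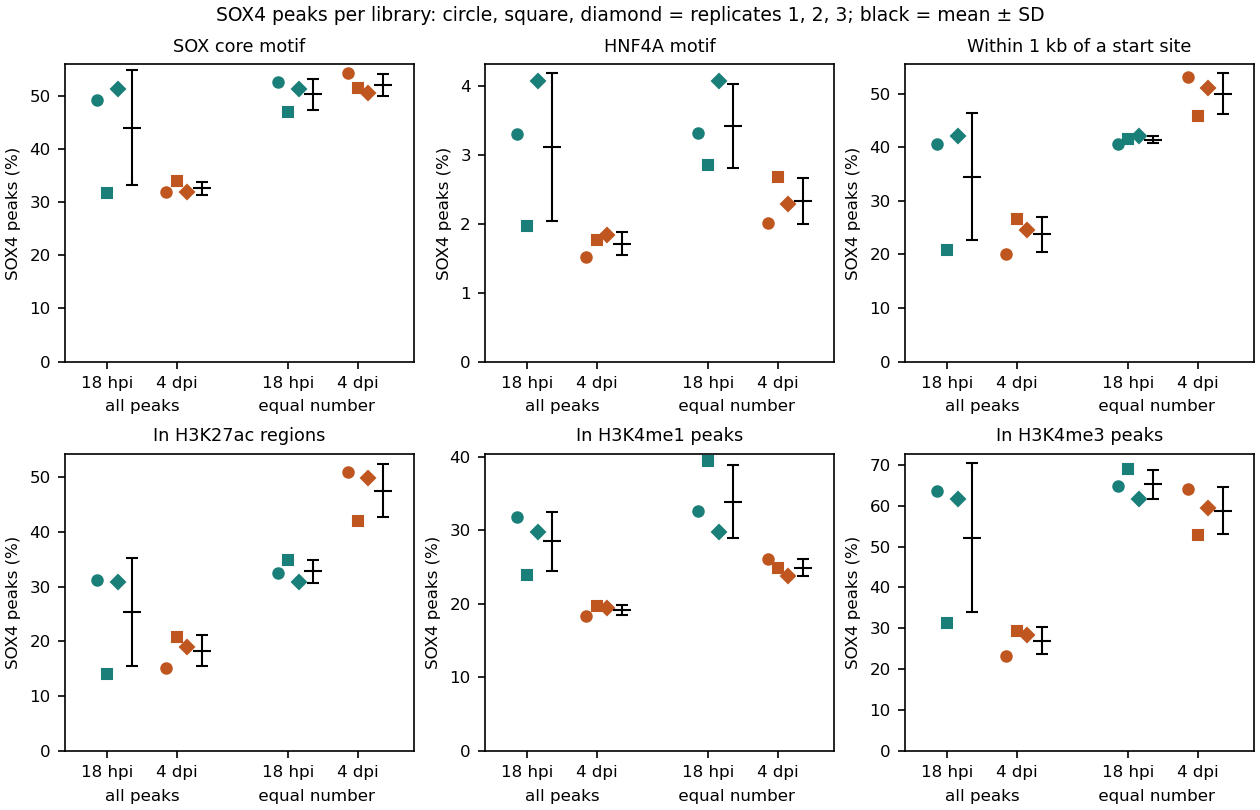
Share of SOX4 peaks (%, y axis) with the SOX core or HNF4A motif, within 1 kb of a start site, or in H3K27ac regions, H3K4me1 peaks or H3K4me3 peaks, at 18 hpi and 4 dpi, for all peaks and for the 1056 strongest peaks of each library. Each point is a library and black lines are the mean ± SD (n = 3). With all peaks, replicate 2 at 18 hpi lies apart from replicates 1 and 3, and at equal number the promoter and H3K27ac shares are higher at 4 dpi.

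Genes next to SOX4 peaks were compared with the hepatocyte and biliary gene lists, since the study linked early binding to hepatocyte genes and later binding to reprogramming genes. Of the matched hepatocyte genes 46.3% ± 38.6 (SD, n = 3) were the nearest gene of a SOX4 peak at 18 hpi and 66.7% ± 17.6 (SD, n = 3) at 4 dpi, a difference of 20.4 percentage points (exact permutation p = 0.5). Of the biliary genes these were 22.4% ± 33.6 (SD, n = 3) and 61.9% ± 10.1 (SD, n = 3), a difference of 39.5 (exact permutation p = 0.3). Of all protein-coding genes they were 19.2% ± 23.2 and 42.4% ± 8.29 (SD, n = 3 at each time point). Without replicate 2 at 18 hpi the differences were 42.2 for the hepatocyte and 58.8 for the biliary genes. Without replicate 3 at 18 hpi they were 5.44 and 29.3, the lowest with single libraries left out. At equal peak number, where 4.36% of all protein-coding genes were next to a peak at either time point, the lists moved in opposite directions. The hepatocyte share was 19.05% ± 2.36 at 18 hpi and 10.9% ± 1.18 at 4 dpi, a difference of -8.16, and the biliary share was 3.40% ± 2.36 and 12.9% ± 1.18, a difference of 9.52 (SD, n = 3 at each time point). The groups were apart in both (exact permutation p = 0.1).

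**Figure D2:**
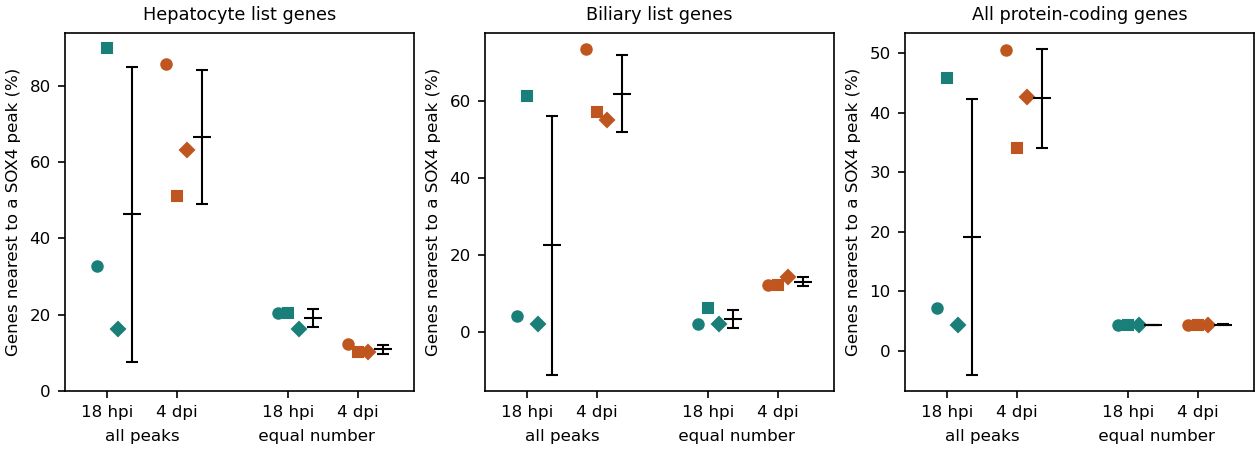
Share of genes (%, y axis) that were the nearest gene of at least 1 SOX4 peak, for the hepatocyte list, the biliary list and all protein-coding genes, at 18 hpi and 4 dpi, for all peaks and for the 1056 strongest peaks of each library. Each point is a library (circle, square and diamond for replicates 1, 2 and 3) and black lines are the mean ± SD (n = 3). At equal number the hepatocyte share is higher at 18 hpi and the biliary share higher at 4 dpi.

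H3K27ac and H3K27me3 were compared between time points to follow active and repressed chromatin. H3K27ac libraries held 26146 ± 603 peaks at 18 hpi and 24936 ± 358 at 4 dpi (SD, n = 2 at each), a log2 ratio of -0.07 (exact permutation p = 0.333, the smallest possible). Both libraries of a time point shared more with each other than with the other time point, with a Jaccard index of 0.410 within either time point and of 0.323 to 0.346 between them. Regions specific to 18 hpi numbered 3132, those specific to 4 dpi 2625, and 8048 were called in all 4 libraries. The other splits of the 4 libraries gave totals of 2089 and 1930, against 5757 for the time points. Promoters made up 64.5% of the shared regions, 17.8% of those specific to 18 hpi and 33.3% of those specific to 4 dpi. H3K27me3 libraries held 12511 ± 1945 peaks at 18 hpi and 8110 ± 140 at 4 dpi (SD, n = 2 at each), a log2 ratio of -0.62 (exact permutation p = 0.333), and covered 6.57 ± 1.41 Mb and 2.93 ± 0.0775 Mb. Their agreement was low, with a Jaccard index of 0.188 within 18 hpi, 0.0927 within 4 dpi and 0.111 to 0.123 between the time points, so the 4 dpi libraries shared less with each other than with those of 18 hpi. Regions specific to 18 hpi numbered 1759 and those specific to 4 dpi 277. At equal peak number these counts were 835 and 399.

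SOX4 libraries of 4 dpi had a peak in 27.2% ± 5.71 of shared H3K27ac regions, in 20.1% ± 3.53 of those specific to 4 dpi and in 4.96% ± 1.78 of those specific to 18 hpi (SD, n = 3 for each). The difference from shared regions was -22.2 percentage points for regions specific to 18 hpi and -7.10 for regions specific to 4 dpi (exact sign-flip permutation p = 0.25 for both, the smallest possible). Shared regions were wider, with a median of 756 bp against 377 and 366 bp. In a 500 bp window at the region centre the shares were 22.4%, 21.4% and 5.67%, so the difference for regions specific to 4 dpi was -1.04 (exact sign-flip permutation p = 0.5), and that for regions specific to 18 hpi was -16.8 (p = 0.25). SOX4 libraries of 18 hpi had a peak in 13.5% ± 14.1 of shared regions, in 5.19% ± 7.51 of those specific to 18 hpi and in 7.64% ± 8.14 of those specific to 4 dpi (SD, n = 3 for each), with differences of -8.28 and -5.83 (exact sign-flip permutation p = 0.25 for both). Without replicate 2 at 18 hpi these were -4.51 and -2.42, and in the 500 bp window at the region centre they were -5.66 and -3.14 with all 3 libraries.

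H3K4me1 lists held 88139 peaks at 18 hpi and 98407 at 4 dpi, and H3K4me3 lists 30854 and 26066, log2 ratios of 0.16 and -0.24 that have no replicate check. Of the H3K4me1 peaks 68.2% at 18 hpi touched a peak of 4 dpi and 62.1% at 4 dpi touched a peak of 18 hpi. For H3K4me3 these shares were 66.5% and 83.6%. With a reciprocal overlap of at least 50% they were 39.6% and 35.5% for H3K4me1 and 51.0% and 60.3% for H3K4me3.

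At Cyp2e1 (chromosome 7, 140763739 to 140774987, plus strand), a cytochrome P450 gene of hepatocytes, SOX4 peaks within 10 kb were called in replicate 2 at 18 hpi and in replicate 1 at 4 dpi. Replicate 2 had 4, the strongest of them (140756613 to 140756791, −log10 q 5.47) intergenic and centred at -7037 bp from the start site. Of the H3K27ac libraries, replicate 1 at 4 dpi had a peak that overlapped it, replicate 2 at 4 dpi had one that ended at 140756609, and those of 18 hpi had none within 10 kb. The 4 dpi peak (140766196 to 140766341, −log10 q 1.74) was intronic. The distal Cyp2e1 enhancer site that the study tested for SOX4 binding lies more than 10 kb upstream. It was not examined here, so these calls do not bear on it. At Itga3 (chromosome 11, 95044474 to 95076801, minus strand), an integrin gene, SOX4 peaks numbered 1, 4 and 3 in the 4 dpi libraries and 1 in replicate 2 at 18 hpi, with none in replicates 1 and 3. The strongest of these (95038695 to 95038925, −log10 q 5.70) lay in an intron of Pdk2, a neighbour of Itga3. At Cd24a (chromosome 10, 43578284 to 43584265, plus strand), which encodes a surface marker of reprogrammed cells, no 18 hpi SOX4 library had a peak, and the 4 dpi libraries had 4, 1 and 4. An intronic site held the strongest peak of replicates 2 and 3, at 43580582 to 43580946 (−log10 q 15.0) and 43580576 to 43581097 (−log10 q 14.1), and in replicate 1 a peak at 43580741 to 43580911 that was tied as the strongest (−log10 q 7.54). H3K27ac peaks there numbered 3 in each 4 dpi library and 0 in each 18 hpi library, and H3K27me3 peaks 2 and 1 at 18 hpi and 0 at 4 dpi.

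At Sox4 itself (chromosome 13, 28948919 to 28953713, minus strand) all 4 H3K27ac libraries and all 4 H3K4me1 and H3K4me3 libraries had a peak that matched the coding sequence (28951702 to 28953021, 1320 bp) at both ends within 100 bp. The H3K27ac peak ran from 28951709 to 28953022 in replicate 1 at 18 hpi and from 28951699 to 28953037 in replicate 1 at 4 dpi. The H3K4me1 lists held a further peak that overlapped the gene at its 5′ end, from 28953229 to 28953777 at 18 hpi and from 28953639 to 28953835 at 4 dpi. The H3K27ac peak ranked 5 and 6 by −log10 q in the 18 hpi libraries and 1 in both 4 dpi libraries. The vector carries this coding sequence, so reads at this position can come from the vector as well as from the gene. A SOX4 peak was called within it in replicates 1 and 2 at 4 dpi.

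**Figure D3:**
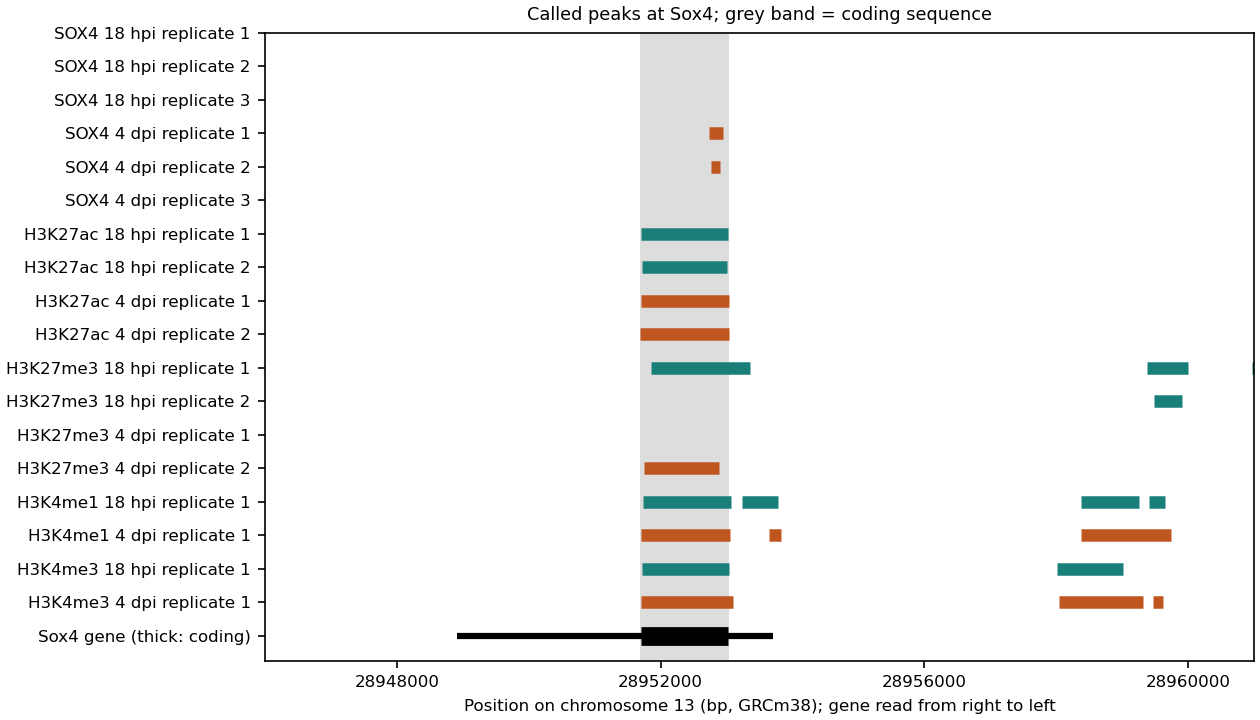
Called peaks (bars) around Sox4 in each library (y axis), teal for 18 hpi and orange for 4 dpi, by position on chromosome 13 (bp, x axis, mm10), with the gene drawn below and its coding sequence as a grey band. Each H3K27ac, H3K4me1 and H3K4me3 library has a peak that begins and ends within 100 bp of the ends of the coding sequence, and the H3K4me1 libraries have a further peak at the 5′ end of the gene.

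Of the regions specific to 18 hpi, the top ranked lay in an intron of Isoc2b, centred 106 bp from its start site (chromosome 7, 4866137 to 4866461), with −log10 q of 8.18, 16.0 and 9.27 in replicates 1, 2 and 3. It held a SOX core motif at 4866162, in the sequence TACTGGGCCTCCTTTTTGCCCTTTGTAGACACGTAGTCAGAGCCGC. The next were intergenic, near Derl3 (chromosome 10, 75882060 to 75882482) and Bbox1 (chromosome 2, 110314643 to 110315049), and held no SOX core motif. Of the regions specific to 4 dpi, the top ranked lay next to the start site of Rnf5 (chromosome 17, 34603609 to 34604229), in the UTR of Rab11b (chromosome 17, 33760222 to 33760710) and in a noncoding exon of Gm28927, with Pth2r as the nearest coding gene (chromosome 1, 65420814 to 65421207). Each was called in all 3 libraries of 4 dpi and held no SOX core motif in the 300 bp around its centre. Of the regions called at both time points, the top ranked lay 155 bp from the start site of Gna12 (chromosome 5, 140830313 to 140830859), in the UTR of Wbp1 (chromosome 6, 83121041 to 83121887) and in an intergenic region near Nkain1 (chromosome 4, 130519866 to 130520555). All were called in all 6 libraries. The Gna12 region held no SOX core motif, the Wbp1 region held 1, at 83121571 in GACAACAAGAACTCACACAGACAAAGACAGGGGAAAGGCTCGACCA, and the Nkain1 region held 2, with 1 of them at 130520141 in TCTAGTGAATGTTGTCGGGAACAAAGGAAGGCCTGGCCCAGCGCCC.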

Values the study reported

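From replicate-merged libraries the study reported 9,463 SOX4 peaks at 18 hpi and 19,362 at 4 dpi. Per replicate it reported 13,081 ± 5151 peaks at 18 hpi and 28,160 ± 13,294 at 4 dpi. Its differential test on reads gave 2327 peaks enriched at 18 hpi and 3136 enriched at 4 dpi.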

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

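The test of mitochondrial cutting was chosen only after the result was seen. Mitochondrial DNA was left out of the motif, promoter and gene shares. SOX4 peak numbers, covered lengths and shares in histone mark regions included its peaks. SOX4 peaks covered 11258 bp of it in replicate 2 at 18 hpi. They covered 12193, 12000 and 11966 bp in replicates 1, 2 and 3 at 4 dpi, and 0 bp in replicates 1 and 3 at 18 hpi. These peaks numbered 6, 4, 5 and 3, called against the isotype control of the time point. The libraries with them were also the 4 with the longest lists. If the nuclease cuts mitochondrial DNA whatever the antibody, libraries of histone marks should have such peaks too, although mitochondrial DNA carries no nucleosomes. All 12 histone mark libraries had them, covering 1835 to 9734 bp. The histone lists were called without a control, so any mitochondrial reads could give peaks there, and the test could hardly fail. It does not tell what gave the SOX4 peaks, which were called against a control. The levels cannot be compared either. Cutting of exposed mitochondrial DNA, with more of it in the SOX4 libraries than in their control, stays open as a source. Whether HA-SOX4 itself entered mitochondria was not tested.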

How the results depend on the processing

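All alternatives were planned, and no test here was chosen only after the result was seen. The 32 results were recomputed under alternatives that gave 290 values, of which 255 were labelled the same, 27 moved and 8 changed direction. For results with a permutation test, the same means only that the direction was kept, whatever the size. Of the 18 results with a direction, 13 kept it under each alternative that was run. No permutation test can pass 0.05 under any setting, so these tests do not speak to stability.

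Taking the 1056 strongest peaks of each SOX4 library reversed 4 results. The difference in the SOX core motif became 1.81 percentage points (from -11.4), in promoter peaks 8.56 (from -10.7), in H3K27ac regions 14.7 (from -7.05) and in hepatocyte list genes -8.16 (from 20.4). Other differences kept their direction and shrank: the log2 ratio of covered length to 0.23 (from 1.96), the share in H3K4me3 peaks to -6.41 (from -25.2), biliary list genes to 9.52 (from 39.5), and SOX4 in H3K27ac regions specific to 4 dpi against shared ones to -0.522 (from -7.10). The difference in the HNF4A motif shrank most in 100 bp windows, to -0.440 from -1.40. Regions specific to 4 dpi fell to 400 from 3466, while those specific to 18 hpi numbered 417 against 423 with all peaks. The counts do not show whether these were the same regions. This alternative removes mostly weak peaks from long lists and nothing from the shortest, so its effect is in line with a lower share of motif and promoter among weak peaks.

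The share of SOX4 peaks in H3K27me3 regions changed direction when single libraries were left out, from -0.0870 to 0.179 percentage points over the 10 fits that each left out 1 SOX4 or H3K27me3 library. It was -0.0203 and -0.0472 without SOX4 replicates 1 and 3 at 18 hpi, and -0.0112 and -0.0870 without H3K27me3 replicates 1 and 2 at 18 hpi. With the 1056 strongest peaks it was 0.379, far from the 0.0194 with all peaks, and neither its size nor its direction is reliable.

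Counts of specific regions depended on the libraries. Regions specific to 18 hpi ranged from 95 to 587 across the fits without 1 library each and were 78 when 3 of 3 libraries were needed. Those specific to 4 dpi ranged from 1529 to 4910 and were 1045 under 3 of 3. For H3K27ac, leaving out 1 library gave 4580 to 10772 regions specific to 18 hpi and 4101 to 9776 specific to 4 dpi, and for H3K27me3 2384 to 10264 and 385 to 5227. There the rise follows from the rule, since a single library then decides for its time point. With q at most 0.001 the H3K27me3 regions specific to 18 hpi fell to 331 and those specific to 4 dpi to 31, because 13.7 to 22.9% of the H3K27me3 peaks pass that limit. At equal peak number those specific to 18 hpi numbered 835. A reciprocal overlap of at least 50% lowered the shared H3K4me1 peaks to 39.6% and 35.5% and the shared H3K4me3 peaks to 51.0% and 60.3%, as a stricter overlap must.

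The log2 ratio of peak numbers ranged from 1.49 to 3.71 over the fits without 1 SOX4 library each, and the highest was without replicate 2 at 18 hpi. Limits of q at most 0.05 or 0.01 left the direction of all SOX4 results as it was.

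Replicate numbers are shared between the time points. With libraries paired by number as a replicate block, the log2 ratio of SOX4 peak numbers stayed at 2.37 (exact sign-flip p = 0.5, smallest possible 0.25), and the p-values of the other SOX4 results ranged from 0.25 to 1. Deviations from the group means of same-numbered SOX4 libraries correlated at 0.128, 0.160 and -0.0174, those of H3K27ac at 0.00848 and those of H3K27me3 at -0.00328, so the numbers do not pair the samples.

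Peak and region numbers were not adjusted for depth, and the length of the lists limits their comparison. A region missing from a short list can be unbound or only below the threshold, and the lists cannot tell these apart.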

Other observations

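The tests of a mislabelled library, of random gene lists at equal peak number and of the TEAD motif were chosen only after the result was seen. The comparison with other splits of the libraries was planned, but what it would show was written down only after the counts were seen. The other tests were written down before their results were seen.

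The mean number of SOX4 peaks per library at 18 hpi was 8584. That is lower than the per-replicate value quoted from the study above. Regions specific to 18 hpi numbered 423. That is lower than the number of peaks enriched at 18 hpi quoted from the study above, which came from a test on reads. At 4 dpi the mean was 19189 peaks and the specific regions numbered 3466. Of these the mean is lower and the regions are more numerous than quoted, both by smaller factors than at 18 hpi.

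Replicate 2 at 18 hpi held many more peaks than replicates 1 and 3. If the surplus were calls without SOX4 binding, peaks of replicate 2 found in no other SOX4 library should hold the SOX core motif no more often than permuted hexamers. These 17858 peaks held it in 28.4% (exact 95% interval 27.7 to 29.1), against 22.3% for the permuted hexamers and 24.5% in the flanking windows. This argues against a surplus made up only of calls spread without regard to the motif. Open sites without SOX4 were not counted, so calls at open sites are not excluded. The excess over the permuted hexamers was 6.08 percentage points, against 23.7 for its peaks shared with another library. Many of the private peaks may therefore still be calls without SOX4 binding. Peaks private to single 4 dpi libraries looked the same, with an excess of 5.26 to 6.38 points. A mislabelled 4 dpi library would overlap the 4 dpi libraries more. With all peaks it did by the Jaccard index, at 0.0647 to 0.0721 against 0.0609 and 0.0383, but the short lists of replicates 1 and 3 hold that index down. At equal peak number its lowest Jaccard index with another 18 hpi library exceeded its highest with a 4 dpi library by 0.107, which argues against it, with the limit that all 18 hpi libraries were called against one control. The study lists fewer sequenced reads for replicate 2 at 18 hpi than for any other SOX4 library in each run. This argues against deeper sequencing as the cause. Otherwise, why its list is longer stays open.

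SOX4 peaks at promoters could come from cutting of open chromatin without SOX4. Promoter peaks would then hold the SOX core motif no more often than permuted hexamers, if open promoters hold no excess of it by themselves. The ratio of the shares was 1.68 in the lowest of the 6 libraries, replicate 2 at 18 hpi, and 2.54 in the highest, against 1.42 to 2.43 for peaks elsewhere. Promoter peaks thus held the motif more often than permuted hexamers in all 6 libraries. Open promoters without SOX4 were not counted, so the condition was not checked. HNF4A sites also hold CAAAG, and windows flanking all SOX4 peaks held the core motif more often than the peaks held permuted hexamers. The test therefore cannot decide, and cutting of open promoters stays open as a source of these peaks. Of the 9 top-ranked regions named above, 6 did not hold the core motif in the 300 bp around their centre.

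At the Sox4 gene, each library of an active mark had a peak that ended where the coding sequence ends. A candidate explanation is reads from the vector's Sox4 coding sequence, which would align to the gene without its UTRs. The explanation needs peaks bounded by the coding sequence, and these were present in 8 of 8 H3K27ac, H3K4me1 and H3K4me3 libraries. None of 950 other coding sequences within a single exon showed this, and 48 of them were touched by a peak in all 4 H3K27ac libraries. The prediction named all kinds of library, and that part was met only in part: 2 of 4 H3K27me3 libraries and 2 of 6 SOX4 libraries had a peak there. Both H3K4me1 libraries also had a separate peak at the 5′ end of the gene, outside the coding sequence, which the vector does not account for. The SOX4 lists were called against an isotype control from the same kind of cells, which can remove such signal. Whether the vector DNA carried the modified histones or was cut without them was not tested. Peak height at this gene should not be read as activity of the gene, and Sox4 is on the biliary list.

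Regions with SOX4 lay in H3K27ac regions more often at 4 dpi than at 18 hpi, although H3K27ac peaks were not more numerous at 4 dpi. Of the regions called in at least 2 of 3 libraries at both time points, 41.2% lay in 18 hpi and 54.2% in 4 dpi H3K27ac regions. For regions specific to 4 dpi these shares were 26.2% and 41.0%, and for regions specific to 18 hpi 31.9% and 34.3%. A general gain at promoters was one technical explanation. Among start sites with H3K4me3 at both time points, the H3K27ac share rose from 55.6% to 68.6% at 711 sites with an 18 hpi SOX4 region, a ratio of 1.24, and from 49.2% to 55.2% at 11131 sites without, a ratio of 1.12. In 10000 draws of sites without SOX4 but with the same 18 hpi H3K27ac, the central 95% of the ratio ended at 1.11, and none of the draws reached 1.24. With the draws matched on the strength of H3K4me3 as well, it ended at 1.08. A general gain is argued against. H3K4me3 was not stronger at the sites with SOX4, where its median strength was 31.8, against 33.8 at the sites without. Stronger H3K4me3 is therefore argued against without the matched draws as well. The region classes go against early binding as what sets the gain apart, since the rise was small where SOX4 was called at 18 hpi alone and large where it was called at 4 dpi alone, a difference that was not tested. A link of the gain with SOX4 at 4 dpi stays open, beside calls of SOX4 following active promoters and properties that were not matched, such as base composition and breadth of the promoter. H3K27ac at either time point rests on 2 libraries.

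H3K27ac regions gained and lost by 4 dpi were set against the gene lists. Of 46 regions next to 22 biliary list genes 37.0% were gained, where the central 95% of random lists of as many genes ran from 6.25% to 33.3%. A gain spread over all genes is argued against, but 32.6% of the regions next to these genes were lost, within the random range of 8.33% to 37.8%, so regions next to these genes changed in both directions. Of 47 regions next to 31 hepatocyte list genes 36.2% were lost, just above a random range of 10.6% to 35.2%, and 23.4% were gained, within 8.11% to 31.1%. With 4 such comparisons and values this close to the range, the hepatocyte result may be chance.

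The hepatocyte list genes with a SOX4 peak fell and the biliary ones rose at equal peak number. Random lists of genes near SOX4 peaks changed as much as the hepatocyte list in 0.83% of 10000 draws and as much as the biliary list in 0.2%. A chance choice of genes is thus argued against, and the changes amounted to 4 fewer and 4.67 more genes. With all peaks, regions specific to 4 dpi lay next to 13 hepatocyte and 11 biliary list genes, those specific to 18 hpi next to 4 and 1, and those at both time points next to 8 and 1. The share of genes with a peak rose in both lists with all peaks, by 39.5 percentage points for the biliary and 20.4 for the hepatocyte list, against 23.3 for all protein-coding genes. With single libraries left out, the biliary rise ranged from 29.3 to 58.8 and the hepatocyte rise from 5.44 to 42.2. A shift of SOX4 towards biliary genes stays open as a hypothesis, and a fall next to hepatocyte genes was seen at equal peak number alone. The draws treat genes as independent and take the libraries as given, and the test over libraries cannot go below 0.10.

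H3K27me3 regions specific to 18 hpi outnumbered those specific to 4 dpi. Fewer peaks at 4 dpi would explain this if the excess dropped under 1.5 times at equal peak number. It was 2.09 times there, with 835 and 399 regions, which argues against peak number as the whole cause. The 4 dpi libraries had a Jaccard index of 0.0904 with each other, against a mean of 0.110 between time points, and a rule that needs both libraries loses regions when they agree poorly. Poor agreement of the 4 dpi libraries therefore stays open as an explanation, beside a loss of the mark.

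The counts of time-specific regions were set against other splits of the libraries. For SOX4, 1 of the 10 splits of the 6 libraries, the real one, gave as many as 3889 regions, and the next gave 3083. For H3K27ac and H3K27me3, 1 of 3 splits of the 4 libraries, again the real one, gave as many. With 10 and 3 splits, the rank of the real split alone cannot rule out a chance arrangement. For SOX4 at equal peak number, Jaccard indices were 0.196 to 0.312 within and 0.0731 to 0.109 between time points. For H3K27ac they were 0.410 within either and 0.323 to 0.346 between. These gaps show that the libraries of both targets grouped by time point. That such groups match the time points by chance cannot be ruled out with so few splits, and SOX4 libraries of one time point shared a control. For H3K27me3 a chance arrangement also stays open, and there the 4 dpi libraries shared less with each other than with those of 18 hpi.

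With all peaks, the TEAD motif alone of the 7 motifs counted rose from 18 hpi to 4 dpi with the groups apart, by 1.53 percentage points (exact permutation p = 0.1, n = 3 per time point), and it was picked after all of them were seen. The AP-1 motif also rose with the groups apart at equal peak number, by 2.22 points against 1.83 for TEAD. Base composition is a technical explanation. The 239 other orders of its bases without CG rose by 0.371 points on average, also with the groups apart, so composition may account for part of the rise. Random subsets of these orders gave opposite answers on whether the groups were apart, so this separation is slight. After the permuted share was subtracted the rise was 1.16 points with the groups apart, which argues against composition as the whole cause. In regions specific to 4 dpi the motif was present in 9.25%, against 6.32% in their flanks, and in regions specific to 18 hpi in 5.44%, against 6.86%. The hypothesis that SOX4 reached sites of TEAD factors by 4 dpi was found and tested on the same 6 libraries.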
